A study of Arabidopsis thaliana with 12 samples. Its data were reported in "A CYBDOM protein impacts iron homeostasis and primary root growth under phosphate deficiency in Arabidopsis" (2024).

How the data were processed

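The series holds 12 RNA sequencing libraries from roots of Arabidopsis thaliana seedlings grown for 7 days on agar medium with 1 mM phosphate (+Pi) or with no phosphate added (-Pi). Wild-type Col-0 and the *crr* mutant were grown on both media, which gives 4 groups of 3 libraries. According to the paper, the -Pi medium still held a residual amount of phosphate. The groups were taken from the sample labels.

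According to the authors' methods and the submitters' processing notes, adapters and low-quality ends were trimmed with cutadapt 1.8, ribosomal RNA reads were removed and reads of low complexity were filtered out. The authors aligned the remaining reads to TAIR10 with STAR 2.5.3a and counted reads per gene with HTSeq 0.9.1, and the submitters' notes also list RSEM 1.2.31. The authors kept genes with at least 1 CPM in at least 1 sample and computed log2 CPM with TMM-scaled library sizes in edgeR 3.24.3 under R 3.5.3. They fitted all libraries in 1 linear model with limma-trend and tested 4 pairwise contrasts with limma's moderated test and the interaction with limma's F test. Adjustment was by Benjamini-Hochberg over each group of comparisons, which pools both Pi contrasts and, separately, both genotype contrasts. The strand setting of HTSeq and the prior count behind log2 CPM are not given in the sources used here. The labels name a column kit for RNA extraction while the paper's methods name Trizol, and the difference could not be settled.

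The deposited expression values are in log2 units, as the authors' mean log2 CPM per group over its 3 libraries. The deposited tests give a p-value and an adjusted p-value for each gene, and the authors' deposited signed fold change and the F statistic have the unit score. The deposited log2 fold changes of both Pi contrasts and of the interaction were recorded under the unit other, because 21 of their cells had lost the exponent of a value near 0. All log2 fold changes were therefore recomputed as differences of the authors' group means, and apart from these cells they matched the deposited ones within 0.0001. A gene is listed at the floor where its group mean is -5.09, the lowest value in the table. That holds for 30 genes in at least 1 group, and no fold from such a mean is printed. The calls, counts, list tests and figures still include these genes.

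Values of single libraries were not analysed here. The tests planned on them, with a fit over the libraries, were replaced by the authors' deposited limma tests, which were made with the same kind of model. The read numbers per library were not used here, and no interval that needs them is given. The standard error of each difference was recovered from the deposited p-value and the log2 fold change. The 4 pairwise contrasts of a gene share 1 moderated variance, so the degrees of freedom are those at which the 4 recovered errors are equal. That value was 20.3, made of 8 residual and 12.3 prior degrees of freedom, over 14759 genes. With it, the deposited interaction F, the interaction adjusted p-values and the pairwise adjusted p-values were recomputed with relative differences of at most 2.5e-08, 5.25e-08 and 9.25e-13. A 95% interval is the log2 value plus or minus 2.08 recovered standard errors.

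A gene was called changed at an adjusted p under 0.05 together with a change of at least 2-fold, and the same limits were used for the interaction. Each table holds 20017 genes, of which 19626 are protein-coding, 249 are long non-coding RNAs and 92 have the type ncRNA. In 1839 genes the position columns were displaced by 1 field and were read accordingly, and 25 genes had no position. Of 19973 genes found in the TAIR10 reference, 99.5% had the same coordinates there.

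The 22 gene lists, the rule for naming genes and the comparisons were fixed before the data were examined. The lists cover the Pi starvation response, membrane lipid remodelling, iron acquisition, iron deficiency signalling and distribution, iron storage and excess, the FRO family of ferric reductase oxidases, copper homeostasis, the CYBDOM family, root tip Pi sensing, the stem cell niche, the cell cycle, oxidative stress, ascorbate synthesis and recycling, root hairs, endodermis and suberin, root cap, vasculature, class III peroxidases, cytochromes P450, glutathione S-transferases, expansins with xyloglucan endotransglucosylases/hydrolases (XTH), and photosynthesis as a marker of green tissue. The last 5 were defined by a rule on gene names or descriptions, which can miss members of a family. The peroxidase list does not hold PER10, which rose in *crr* against Col-0 under -Pi. Of 572 listed members 558 were measured. The single-gene result of 1 member is not reported here. The study named FRO4, GOLS4, IPS1, SPX1, MGD2, PHT1;2 and PAP17 from these libraries, so their membership is not independent evidence. It also discusses FRO5, BHLH100, BHLH101, FRO2, FRO8, IRT1, VTL2 and NAS2, as background or from an overexpression line that is not in this series.

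In each comparison CRR, FRO4, FRO5, GOLS4, BHLH100, IRT1 and FRO2 were named. So were the 10 largest rises and the 10 largest falls among called genes whose higher group mean was at least 1 log2 CPM. For each list up to 4 called members with the largest change were named, or the 2 members with the highest expression where none was called. Any other gene given below was chosen after its values were seen.

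Lists were tested with cameraPR of limma 3.58.1 in R 4.3.3 on the signed statistic of each gene, with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over all 110 tests. This test compares a list with all other genes. An estimated correlation needs values of single libraries and was not obtained. Members were also counted with the p-values adjusted over the list alone. The other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

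The steps were tested on simulated data with 20017 genes and 3 libraries per group. Of 100 genes changed by 1.5 log2 units 97% were recovered, of 100 changed by 2.5 log2 units 99% were recovered, and 2 of 19777 unchanged genes were called. The genes changed by 1.5 or 2.5 log2 units were drawn from those whose highest group mean was at least 1 log2 CPM. A list of 40 genes raised by 0.5 log2 units was found by cameraPR, and 0 of 100 unchanged lists had a p under 0.05. All genes were simulated independently, so the list test was not examined for lists of correlated genes.

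The alternatives were other fold and p limits, a filter on low values, other scopes of adjustment, centring on the median, protein-coding genes alone, other settings of the list test and lists without selected members. Shares of genes are given with 95% Wilson intervals, which cover counting error only. Shared sequence between transcripts was counted as exact 50-base windows of the reference transcripts.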

Results

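Transcript levels were measured by RNA sequencing in roots of Arabidopsis thaliana seedlings of the wild type Col-0 and of the *crr* mutant. Seedlings grew for 7 days with 1 mM phosphate (+Pi) or with no phosphate added (-Pi), and each of the 4 groups held 3 libraries. CRR encodes a CYBDOM protein, with a cytochrome b561 domain and a DOMON domain, that the study describes as a ferric reductase of the plasma membrane acting on iron in the root cell wall. The values are the authors' mean log2 CPM of each group for 20017 genes, together with the authors' deposited limma tests. The number after ± is the recovered standard error of a log2 difference. It was computed from the deposited p-value and log2 value, with n = 3 libraries in each group. Its median over genes was 0.126 log2 units, and it was 0.118 where the highest group mean reached 1 log2 CPM and 0.530 below that level. Read counts of single libraries were not used here. A gene is said to have risen or fallen where the adjusted p was under 0.05 and the change at least 2-fold. The median log2 difference over all genes was 0.02 and 0.01 for the Pi responses of Col-0 and *crr*, -0.00 and -0.01 for the genotype effects under +Pi and -Pi, and -0.01 for the interaction.

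CRR transcript was nearly lost from *crr* roots. CRR (AT3G25290, TAIR10 chromosome 3, 9208861 to 9210653) had authors' means of 5.99 and 5.64 log2 CPM in Col-0 under +Pi and -Pi, against -0.38 and -0.11 in *crr*. In the authors' deposited tables the difference between genotypes was -6.37 ± 0.28 under +Pi (adjusted p = 2.25e-11) and -5.75 ± 0.28 under -Pi (adjusted p = 8.17e-11). Pi supply itself did not change CRR by the authors' deposited test, with -0.34 in Col-0 (adjusted p = 0.429) and 0.27 in *crr* (adjusted p = 0.548). Its homologues CRR;H1 (AT4G12980) and HYP1 (AT5G35735) differed between genotypes by 0.12 and -0.07 under -Pi in the authors' deposited table, and neither passed the test (adjusted p = 0.936 and 0.933). Of 14 genes within 50 kb of CRR, 0 had an unadjusted p under 0.05 between genotypes under +Pi and 4 had one under -Pi. Of all 20017 genes, 764 had one under +Pi and 2308 under -Pi. The one that passed the adjusted limit was VTL5 (AT3G25190), a vacuolar iron transporter homologue 33.0 kb away, at -0.61 ± 0.11 under -Pi in the authors' deposited table (adjusted p = 0.0102), which is less than a 2-fold change.

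The first comparison asks how wild-type roots responded when no phosphate was added. Genes of the Pi starvation response and of phospholipid replacement rose strongly in Col-0, root hair genes rose with them, and the main genes of iron uptake fell. PECP1 (AT1G17710, chromosome 1, 6090405 to 6092027) encodes a phosphatase that releases phosphate from phosphoethanolamine and phosphocholine. It rose by 12.20 ± 0.61 log2 units in the authors' deposited table (adjusted p = 4.97e-12). The non-coding RNA IPS1 (AT3G09922, chromosome 3, 3050989 to 3051530), a decoy for a microRNA of Pi signalling, rose by 8.89 ± 0.16 (adjusted p = 1.2e-19) in the authors' deposited table, and the Pi sensor gene SPX3 (AT2G45130, chromosome 2, 18606410 to 18607853) by 8.47 ± 0.25 (adjusted p = 4.44e-16). IRT1 (AT4G19690, chromosome 4, 10707344 to 10709015), the main iron importer of the root, was changed by -2.32 ± 0.21 (adjusted p = 3.13e-08) in the authors' deposited table, and the ferric reductase FRO2 (AT1G01580, chromosome 1, 208995 to 213082) by -1.77 ± 0.24 (adjusted p = 7.47e-06). FRO4 and FRO5, neighbouring ferric and copper reductase genes, went the other way in Col-0. They rose by 1.87 ± 0.24 and 2.53 ± 0.47 in the authors' deposited table (adjusted p = 4.1e-06 and 0.000358).

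Of 30 measured members of the Pi starvation list, 21 rose and 0 fell in Col-0, with the same counts adjusted over the list alone, a median of 2.89 log2 units and an upward cameraPR result (adjusted p = 1.2e-151). Of these members IPS1, SPX1, PHT1;2 and PAP17, and MGD2 of the lipid list, were named by the study from these libraries and are not independent evidence. SPX1 rose by 5.70, PAP17, an acid phosphatase, by 4.89 and the phosphate transporter PHT1;4 by 2.70 in the authors' deposited table. PHT1;7 was listed at the floor under +Pi and at an authors' mean of 2.47 log2 CPM under -Pi. Of 12 lipid remodelling genes 8 rose and 0 fell, also adjusted over the list alone (median 2.95, cameraPR up, adjusted p = 3.82e-92). By the authors' deposited table the galactolipid synthase MGD3 rose by 4.58, the phosphodiesterase GDPD1 by 4.44, the phospholipase PLDZ2 by 3.92 and NPC4 by 3.12. Of 10 root hair genes 5 rose and 0 fell, also adjusted over the list alone (median 1.02, cameraPR up, adjusted p = 3.12e-17). Among them were the cell wall protein genes PRP1, PRP3 and LRX1 and the expansin EXPA18 at 2.54, 1.87, 1.65 and 1.42 in the authors' deposited table.

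Of 19 iron acquisition genes 5 fell and 2 rose in Col-0, also adjusted over the list alone (median -0.60, cameraPR down, adjusted p = 0.000126). Besides those of IRT1 and FRO2, the authors' deposited table has falls of the coumarin hydroxylase CYP82C4 (-2.99), of the transcription factor MYB10 (-1.06), and of S8H, which was listed at an authors' mean of 2.09 log2 CPM under +Pi and -4.21 under -Pi. The authors' deposited table has rises of IRT2 (1.41) and of the proton pump gene AHA7 (1.53). FIT, the regulator of this set, was at -0.94 in the authors' deposited table, just under the 2-fold limit. Of 21 genes of iron deficiency signalling and distribution 3 fell and 0 rose, 4 and 0 adjusted over the list alone (median -0.28, cameraPR down, adjusted p = 0.03). With a preset correlation of 0.05 this list no longer passed (adjusted p = 0.152). The fallen members were BHLH100 (AT2G41240) at -2.46 ± 0.38, NAS1, a nicotianamine synthase, at -1.39 ± 0.15 and BHLH38 at -1.02 ± 0.18 in the authors' deposited table. Among 11 iron storage genes YSL8 rose by 1.11 and VTL1 was changed by -1.41 in the authors' deposited table, with the same counts adjusted over the list alone, while ferritin FER1 stayed at 0.08 (adjusted p = 0.615). That list had a median of 0.08, a mean of -0.07 and a cameraPR adjusted p of 0.901.

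Of 13 copper genes 2 rose and 0 fell in Col-0, also adjusted over the list alone (median 0.22, cameraPR adjusted p = 0.366). These were CITF1, a bHLH regulator of copper uptake, at 2.86 ± 0.36 and the iron superoxide dismutase FSD1 at 1.06 ± 0.08 in the authors' deposited table. In the FRO family 2 of 5 measured genes rose and 1 fell, also adjusted over the list alone (median 0.77, cameraPR adjusted p = 0.866), and 1 of the 5, FRO4, was named by the study from these libraries. Of 43 photosynthesis transcripts, which mark green tissue, 7 fell and 0 rose, also adjusted over the list alone (median -0.65, cameraPR down, adjusted p = 4.35e-07). In the authors' deposited table PSBO2 was at -1.81, PSBS at -1.31, PSBR at -1.24 and PSBO1 at -1.18.

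Among class III peroxidases 9 of 40 rose and 2 fell (median 0.29, cameraPR up, adjusted p = 4.87e-06), with PER52 at 6.05, PER59 at 3.33 and PER5 at -1.83 in the authors' deposited table. Among glutathione S-transferases 4 of 43 rose and 1 fell (median 0.13, cameraPR up, adjusted p = 0.0217), with GSTU12 at 4.34 and GSTF6 at 1.84 in the authors' deposited table. This result was lost with a preset correlation of 0.05 (adjusted p = 0.188). The counts of both families were the same adjusted over the list alone. Among expansins and XTH genes 9 of 45 rose and 2 fell, 10 and 2 adjusted over the list alone (median 0.06, cameraPR adjusted p = 0.355), with XTH26 at 4.35, XTH13 at 3.25, EXPB2 at -2.74 and XTH21 at -2.58 in the authors' deposited table. Among cytochromes P450 8 of 151 rose and 18 fell, 9 and 18 adjusted over the list alone (median -0.09, cameraPR adjusted p = 0.0536), with CYP79F1 at 5.61 and CYP71A20 at -3.68 in the authors' deposited table.

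The remaining lists had few or no called members in Col-0, and their counts were the same adjusted over the list alone. In the ascorbate list 1 of 14 rose, VTC4 at 1.72 in the authors' deposited table, with a median of -0.01, a mean of 0.11 and an upward cameraPR result that did not pass (adjusted p = 0.255). In the endodermis and suberin list 1 of 14 fell, the Casparian strip gene CASP5 at -1.99 ± 0.44 in the authors' deposited table (list median -0.05, cameraPR adjusted p = 0.655). No member of the other 7 lists was called. Their medians were -0.27 for 10 CYBDOM genes, 0.12 for 14 root tip Pi sensing genes, 0.55 for 5 stem cell niche genes, 0.01 for 28 cell cycle genes, 0.19 for 17 oxidative stress genes, 0.32 for 5 root cap genes and -0.42 for 8 vascular genes. The cameraPR adjusted p was 0.514, 0.554, 0.35, 0.901, 0.755, 0.402 and 0.0276 in the same order, so that the vascular list alone passed, and it did not with a preset correlation of 0.05 (0.0763). In it XCP1 and XCP2, proteases of xylem vessels, were at -0.59 and -0.70 in the authors' deposited table.

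In all, 696 genes rose and 426 fell in Col-0, 1122 together, and 4115 passed the adjusted limit at any fold. Beyond the genes above, the largest rises in the authors' deposited table were OCT1, a carnitine transporter gene, at 8.87, AT5G53048 at 9.31, and AT2G08820 at 7.70. AT3G25240, AT2G45135, AT2G34210 and HOL2 rose as well and were listed at the floor under +Pi. Among genes that reached 1 log2 CPM in a compared group, the largest falls in the authors' deposited table included AT4G37950 at -5.17, the carboxypeptidase gene SCPL32 at -4.54, AT4G39675 at -4.10, the auxin-responsive AT2G21210 at -3.89 and the gibberellin oxidase GA2OX1 at -3.64. PHT1;1 and PHT1;2 share 41.9% of the 50-base windows of the PHT1;1 transcript, so their reads cannot be fully separated.

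The second comparison asks the same of the mutant. In *crr* the Pi starvation, lipid and root hair genes rose and iron uptake genes fell as in Col-0, but FRO4 and FRO5 did not rise and photosynthesis transcripts fell further. PECP1 rose by 12.01 ± 0.61 in the authors' deposited table (adjusted p = 6.28e-12), IPS1 by 8.86 ± 0.16 (adjusted p = 1.2e-19), SPX3 by 9.20 ± 0.25 (adjusted p = 1.03e-16) and the transporter gene PHT1;2 by 6.83 ± 0.35 (adjusted p = 6.2e-12). IRT1 was at -2.66 ± 0.21 (adjusted p = 4.38e-09), FRO2 at -2.16 ± 0.24 (adjusted p = 5.33e-07) and BHLH100 at -1.53 ± 0.38 (adjusted p = 0.00542) in the authors' deposited table. For FRO4 and FRO5 the authors' deposited table gives 0.26 ± 0.24 (adjusted p = 0.495) and -0.28 ± 0.47 (adjusted p = 0.741). GOLS4 (AT1G60470, chromosome 1, 22278975 to 22280593), which makes galactinol for raffinose synthesis, fell to -1.95 ± 0.19 (adjusted p = 1.37e-07), against -0.65 ± 0.19 in Col-0 (adjusted p = 0.0179, under the 2-fold limit), in the authors' deposited table.

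Of 30 Pi starvation genes 19 rose and 0 fell in *crr* (median 2.51, cameraPR up, adjusted p = 3.97e-124), of 12 lipid genes 8 and 0 (median 2.93, adjusted p = 3.93e-79) and of 10 root hair genes 6 and 0 (median 1.25, adjusted p = 3.64e-17), with the same counts adjusted over each list alone. In the authors' deposited table MGD3 was at 4.66, GDPD1 at 4.37, PLDZ2 at 3.99, NPC4 at 3.29, PRP1 at 2.63, PRP3 at 2.05, LRX1 at 1.64 and EXPA18 at 1.62. Of 19 iron acquisition genes 5 fell and 2 rose, also adjusted over the list alone (median -0.63, cameraPR down, adjusted p = 0.00017). CYP82C4 was at -3.48, MTP3 at -1.21, AHA7 at 1.55 and IRT2 at 1.35 in the authors' deposited table and S8H listed at the floor under -Pi. Of 21 iron deficiency genes 2 fell and 0 rose, also adjusted over the list alone (median -0.23, cameraPR adjusted p = 0.121), BHLH100 and NAS1, the latter at -1.65 in the authors' deposited table. Of 11 iron storage genes 3 fell and 0 rose, 3 and 1 adjusted over the list alone (median 0.07, mean -0.18, cameraPR adjusted p = 0.424). These were VTL1 at -1.56, VTL2 at -1.47 and VTL5 at -1.19 in the authors' deposited table. In the FRO family 1 of 5 fell, FRO2, also adjusted over the list alone (median -0.24, cameraPR adjusted p = 0.391).

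Photosynthesis transcripts fell in 26 of 43 members in *crr* and rose in 0, 27 and 0 adjusted over the list alone (median -1.21, cameraPR down, adjusted p = 5.14e-15). The authors' deposited table has PSBO2 at -2.33, PETC (AT4G03280), the iron-sulfur subunit of the cytochrome b6f complex, at -2.25, LHCA5 at -2.01 and PSAL at -1.99. Of 17 oxidative stress genes 2 rose and 2 fell, also adjusted over the list alone (median 0.22, cameraPR adjusted p = 0.92), with the zinc finger genes ZAT10 at 1.53 and ZAT12 at 1.10 and the galactinol synthases GOLS4 at -1.95 and GOLS1 at -1.37 in the authors' deposited table. Among peroxidases 10 of 40 rose and 3 fell (median 0.18, cameraPR up, adjusted p = 2.22e-05) and among glutathione S-transferases 6 of 43 rose and 1 fell (median 0.29, cameraPR up, adjusted p = 0.000748), also adjusted over each list alone. With a preset correlation of 0.05 the glutathione S-transferases did not pass (adjusted p = 0.0501), and with rank-based cameraPR the peroxidases did not (adjusted p = 0.0871). Among expansins and XTH genes 9 of 45 rose and 3 fell, also adjusted over the list alone (median 0.07, adjusted p = 0.521), and among cytochromes P450 9 of 151 rose and 19 fell, 10 and 20 adjusted over the list alone (median -0.07, adjusted p = 0.0849). By the authors' deposited table PER52 was at 6.24, XTH26 at 4.80, GSTU12 at 3.95 and CYP706A2 at 3.52.

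One of 13 copper genes rose in *crr*, CITF1 at 2.74 ± 0.36 in the authors' deposited table (list median 0.07, cameraPR adjusted p = 0.475), and one of 14 ascorbate genes, VTC4 at 1.67 (list median -0.07, mean 0.08, cameraPR up without passing, adjusted p = 0.459). No member of the remaining lists was called. Their medians were 0.06 for CYBDOM genes, 0.11 for root tip Pi sensing, 0.09 for the stem cell niche, -0.15 for the cell cycle, 0.22 for endodermis and suberin, 0.35 for the root cap and -0.44 for the vasculature, and cameraPR gave an adjusted p of 0.882, 0.571, 0.554, 0.068, 0.128, 0.508 and 0.0272 in the same order. The vascular list was again lost with a preset correlation of 0.05 (0.0743). All these counts were the same adjusted over the list alone. In all, 842 genes rose and 578 fell in *crr*, 1420 together, and 5034 passed the adjusted limit at any fold. Among genes that reached 1 log2 CPM in a compared group, the largest falls in the authors' deposited table included AT4G08300 and AT4G08290, a neighbouring pair of WAT1-related transporter genes, at -4.82 ± 0.51 and -4.47 ± 0.33, the transcription factor NAC035 at -4.11 ± 0.53 and the pectin methylesterase inhibitor AT5G62360 at -4.03 ± 0.61.

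The Pi responses of the genotypes overlapped widely. In both genotypes 568 genes rose, against 29.3 if the calls were independent, and 258 fell, against 12.3, while 2 were called in opposite directions. The Pi contrasts of Col-0 and *crr* share no library. A further 294 genes were called in Col-0 and not in *crr*, and 592 in *crr* and not in Col-0. Of these, 93.9% and 95.6% had the same sign in the other genotype, and 11 and 7 passed the test of the difference itself.

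**Figure D1:**
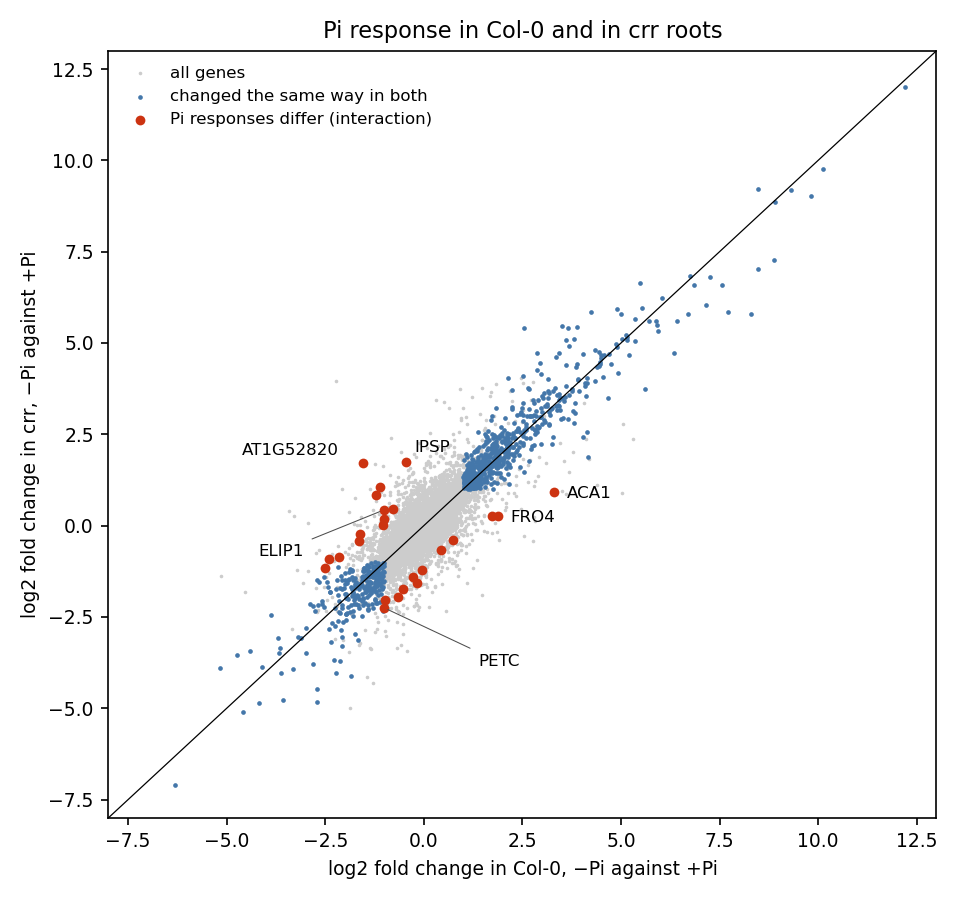
Pi response of every gene in Col-0 (x axis) and in *crr* (y axis), each as the log2 difference of the authors' group means under -Pi and +Pi. The diagonal marks an equal response, and the 25 genes called by the interaction test are in red, among them FRO4 and ACA1 below the diagonal and AT1G52820, IPSP and ELIP1 above it.

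The third comparison asks how *crr* differed from Col-0 when phosphate was supplied. The paper describes the sequenced mutant, *crr-1*, as a T-DNA insertion line. With a single mutant line, other differences between the lines cannot be told from the loss of CRR. Apart from CRR, 5 genes passed under +Pi, and none of them belongs to the iron, Pi or cell cycle lists. One of them, OCT1, was still among the largest Pi rises of Col-0, at 8.87 in the authors' deposited table. AT1G64795 (chromosome 1, 24082579 to 24082848), a short gene inside ILA on the opposite strand, had authors' means of 3.48 and 3.27 log2 CPM in Col-0 under +Pi and -Pi and was listed at the floor in *crr* on both media. AT3G46920, a protein kinase gene (chromosome 3, 17280430 to 17285048), had authors' means of 4.64 log2 CPM in Col-0 and 3.64 in *crr* (± 0.11, adjusted p = 4.49e-05), and PI4KG3, a phosphatidylinositol kinase family gene (AT5G24240, chromosome 5, 8230916 to 8234150), was at 1.06 ± 0.23 (adjusted p = 0.0398) in the authors' deposited table. The non-coding AT3G05955 (chromosome 3, 11586005 to 11586548) was at 4.96 ± 0.86 (adjusted p = 0.00588) and OCT1 at 1.42 ± 0.31 (adjusted p = 0.0423) in the authors' deposited table, both below 1 log2 CPM in each +Pi group and named after their values were seen. With adjustment within this contrast alone PI4KG3 no longer passed (adjusted p = 0.33). OCT1 had a larger p-value than PI4KG3 in this contrast, so its call ended with that adjustment as well. The iron and FRO genes of interest did not pass, with FRO4 at 0.29, FRO5 at -0.09, GOLS4 at 0.18, BHLH100 at -0.47, IRT1 at -0.09 and FRO2 at -0.11 in the authors' deposited table.

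By cameraPR 7 lists passed under +Pi, most of them by small shifts with 0 called members, also adjusted over the list alone. Root cap genes had a median of 0.19 (adjusted p = 0.0272), stem cell niche genes 0.20 (0.0475) and photosynthesis genes 0.14 (0.0249). Endodermis and suberin genes had a median of -0.12 (0.0272), glutathione S-transferases -0.05 (0.0272) and cytochromes P450 -0.06 (0.0276). The CYBDOM family had a median of -0.06 and a mean of -0.68 (7.12e-13) with CRR as the 1 fallen member of 10, and without CRR it did not pass (adjusted p = 0.757). With a preset correlation of 0.05 only the CYBDOM family still passed of these 7. The Pi starvation, iron acquisition and cell cycle lists had medians of -0.03, -0.08 and -0.00 and adjusted p of 0.507, 0.35 and 0.757. In all, 3 genes rose and 3 fell, 13 passed the adjusted limit at any fold, and 764 had an unadjusted p under 0.05.

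The fourth comparison asks how *crr* differed from Col-0 when no phosphate was added. Under -Pi *crr* roots had less transcript of FRO4, FRO5 and the copper transporter gene COPT2, less of GOLS4 and of several photosynthesis genes, and more of a set of genes that includes both ELIP genes. In the authors' deposited table FRO5 (AT5G23990, chromosome 5, 8105461 to 8108642) was at -2.91 ± 0.47 (adjusted p = 0.00319), FRO4 (AT5G23980, chromosome 5, 8097978 to 8101330) at -1.32 ± 0.24 (adjusted p = 0.00879), COPT2 (AT3G46900, chromosome 3, 17268700 to 17269510) at -1.06 ± 0.23 (adjusted p = 0.0334) and GOLS4 at -1.13 ± 0.19 (adjusted p = 0.00588). Iron uptake genes did not pass, with IRT1 at -0.42 ± 0.21 (adjusted p = 0.673), FRO2 at -0.49 ± 0.24 (adjusted p = 0.652) and BHLH100 at 0.46 ± 0.38 (adjusted p = 0.882) in the authors' deposited table. FRO4 and FRO5 share 4.82% of the 50-base windows of the FRO5 transcript.

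In the FRO family 2 of 5 genes fell and 0 rose, also adjusted over the list alone (median -0.49, cameraPR down, adjusted p = 0.000642). FRO4 was named by the study from these libraries and is not independent evidence, and without it the list did not pass (adjusted p = 0.0504). COPT2 was the 1 fallen copper gene of 13, also adjusted over the list alone (median -0.02, cameraPR adjusted p = 0.62), while CITF1 was at -0.05 (adjusted p = 0.992) in the authors' deposited table. The iron acquisition, iron deficiency and iron storage lists had 0 called members, also adjusted over the list alone, with medians of -0.06, -0.02 and 0.04 and adjusted p of 0.279, 0.617 and 0.634. The mean and cameraPR direction of the iron deficiency list were positive and those of the iron storage list negative. Pi starvation and lipid genes likewise had 0 called members, also adjusted over the list alone (median -0.14 and -0.04, adjusted p = 0.0961 and 0.339), with 25 of 30 and 12 of 12 members lower in *crr*. The Pi starvation list passed downwards with rank-based cameraPR (adjusted p = 0.0409) and against 10000 random lists (adjusted p = 0.000917). The random lists were drawn gene by gene, so the latter test allows for no correlation between members.

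Photosynthesis transcripts were lower in *crr* than in Col-0 under -Pi in 34 of 43 members (median -0.35, cameraPR down, adjusted p = 4.66e-07), with 0 called and 1 fallen adjusted over the list alone. RBCS-1A was at -0.86 (adjusted p = 0.028) and PETC at -0.96 (adjusted p = 0.0157) in the authors' deposited table, both under the 2-fold limit. Outside the list, and named after their values were seen, the Calvin cycle genes SBPASE and CP12-1 fell to -1.40 ± 0.28 and -1.08 ± 0.21 in the authors' deposited table. Cell cycle genes were lower in 23 of 28 members (median -0.14, cameraPR down, adjusted p = 2.2e-05), with 0 called, also adjusted over the list alone. Endodermis and suberin genes were higher in 10 of 14 members (median 0.26, cameraPR up, adjusted p = 9.67e-05), with 0 called and 1 risen adjusted over the list alone. The paper reports a smaller root meristem and less activity of the cell division reporter pCYCB1::GUS in *crr-1* than in Col-0 under -Pi. It reports both decreases for Col-0 as well, under -Pi against +Pi. For that Pi response of Col-0 the cell cycle list had a median of 0.01 (cameraPR adjusted p = 0.901). In root samples a changed share of tissues cannot be told from a change within cells for the cell cycle and endodermis lists. The CYBDOM family passed downwards through CRR (mean -0.46, adjusted p = 0.0395) although its median was 0.07, and without CRR it did not pass (adjusted p = 0.164).

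Among the 16 genes that rose, the authors' deposited table has the phosphatase IPSP (AT5G04120, chromosome 5, 1119937 to 1121813) at 2.11 ± 0.30 (adjusted p = 0.000742), the oxygenase AT1G52820 (chromosome 1, 19669005 to 19670427) at 2.11 ± 0.28 (adjusted p = 0.00047), the expansin EXPB2 at 2.07, ROSY1, a lipid-binding protein of root gravitropism, at 1.98, AT5G09735 at 1.91, PI4KG3 at 1.87. The same holds for ICS2 at 1.49, PRP2 at 1.24, AT4G03140 at 1.23 and AT5G46890 at 1.21 in the authors' deposited table. Named after their values were seen, the light-stress proteins ELIP1 (chromosome 3, 8084405 to 8085669) and ELIP2 (chromosome 4, 8418242 to 8419325) rose by 1.10 ± 0.15 and 1.07 ± 0.15 in the authors' deposited table, as did DIR14 by 1.16, AGP13 by 1.12, AT5G46900 by 1.11 and PER10 by 1.04. AT5G46890 and AT5G46900 share 26.8% of the 50-base windows of the former.

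Of the 31 genes that fell, the largest differences beyond CRR, FRO5 and AT1G64795, among genes that reached 1 log2 CPM in a compared group, were those of GRP3S at -2.00 ± 0.33, AT2G01400 at -1.72, STR15, a senescence-associated gene also called SEN1, at -1.65, AT2G26500 at -1.61, the terpene synthase TPS28 at -1.57, the cell wall invertase CWINV5 at -1.55 and AT2G28270 at -1.43 in the authors' deposited table. CYP71A19 was the 1 called P450 gene of 151, at -1.17 ± 0.11 in the authors' deposited table, while adjusted over the list alone 4 rose and 1 fell. EXPB2 was the 1 risen gene of 45 expansins and XTH genes and GOLS4, named by the study, the 1 fallen gene of 17 oxidative stress genes, also adjusted over each list alone. The abundant cysteine protease gene RDL5 (AT4G11320, chromosome 4, 6887166 to 6889879), named after its values were seen, was at -1.42 ± 0.11 (adjusted p = 1.96e-07) in the authors' deposited table. The major latex protein-like genes MLP43, MLP328 and AT1G70880 were at -1.26, -1.12 and -1.24 and the nitrate transporter family gene NPF5.7 at -2.89 in the authors' deposited table, also named after their values were seen. NPF5.7 did not reach 1 log2 CPM in a compared group. In all, 201 genes passed the adjusted limit at any fold, 60 higher and 141 lower, and 2308 had an unadjusted p under 0.05.

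**Figure D2:**
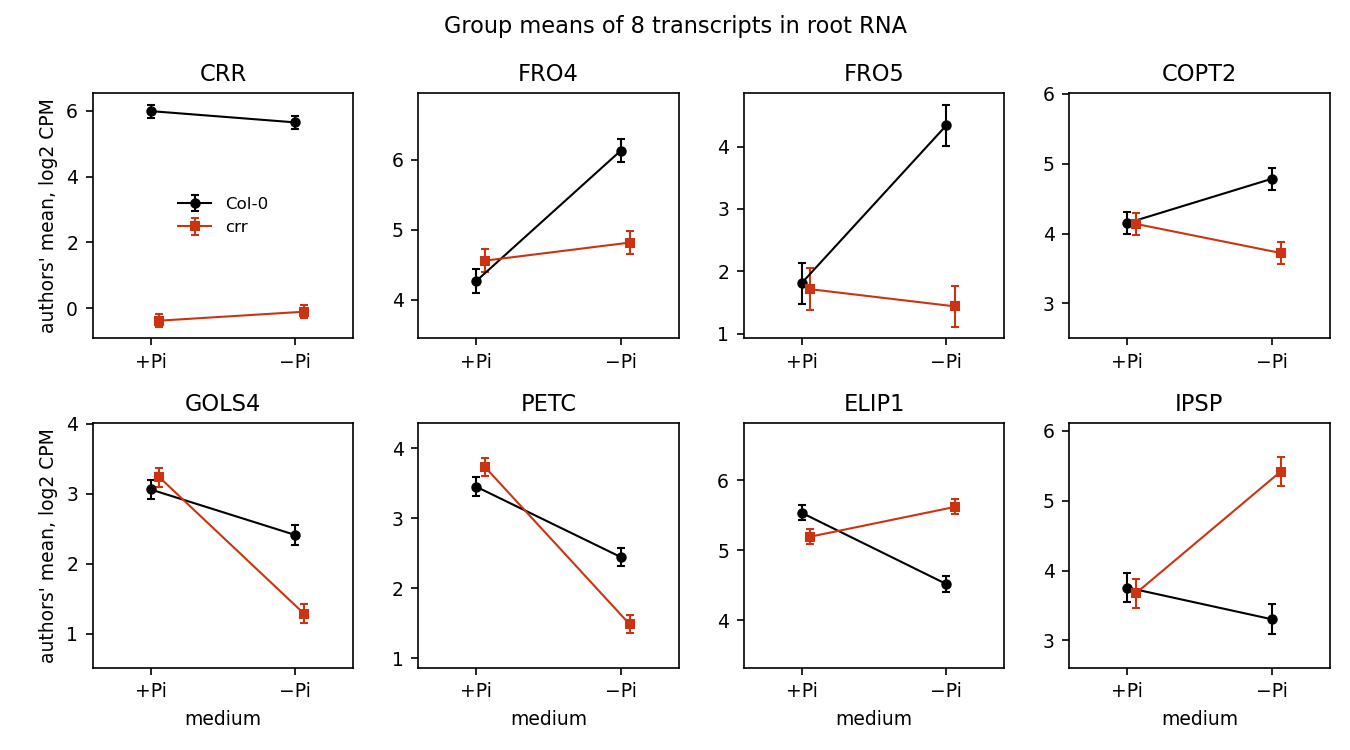
Authors' mean log2 CPM of 8 transcripts in the 4 groups (3 libraries each), with bars of the recovered standard error of a difference divided by the square root of 2. FRO4 and FRO5 rose under -Pi in Col-0 and did not pass the test in *crr*, with an interaction of -1.61 that passed for FRO4 and of -2.81 that did not for FRO5 in the authors' deposited table.

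The last comparison tests directly whether the Pi response differed between genotypes, as the response in *crr* minus that in Col-0. FRO4 lost its induction, GOLS4 and the photosynthesis genes PETC and RBCS-1A fell more in *crr*, and AT1G52820, IPSP and ELIP1 fell in Col-0 or changed little there and rose or held in *crr*. FRO4 was at -1.61 ± 0.34 (adjusted p = 0.0406) in the authors' deposited table, from 1.87 in Col-0 to 0.26 in *crr*. FRO5 had the larger value of -2.81 ± 0.67 and did not pass (adjusted p = 0.0922). GOLS4 was at -1.30 ± 0.27 (adjusted p = 0.0445), PETC (chromosome 4, 1440146 to 1441863) at -1.24 ± 0.26 (adjusted p = 0.0452) and RBCS-1A (AT1G67090, chromosome 1, 25048158 to 25049667) at -1.20 ± 0.25 (adjusted p = 0.0455) in the authors' deposited table. AT1G52820 had the largest value, 3.25 ± 0.40 (adjusted p = 0.000904), with -1.54 in Col-0 and 1.71 in *crr*, and IPSP was at 2.19 ± 0.42 (adjusted p = 0.0232), with -0.45 and 1.74, in the authors' deposited table.

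The further genes with a higher response in *crr* were AT5G09735 at 2.17, CYP712A1 at 2.06, AT5G21940 at 1.48, ELIP1 at 1.45, AT3G56290 at 1.41, AT5G46890 at 1.34, AGP13 at 1.31 and UGT84A1, which conjugates hydroxycinnamates, at 1.22 in the authors' deposited table. Named after their values were seen, ELIP2 was at 1.21, DIR14 at 1.20 and the transcription factor MYB61 at 1.05 in the authors' deposited table. ELIP1 went from -1.02 in Col-0 to 0.43 in *crr* and UGT84A1 from -1.64 to -0.41 in the authors' deposited table. Those with a lower response were the carbonic anhydrase gene ACA1 (AT3G52720, chromosome 3, 19538540 to 19542286) at -2.37 ± 0.45, CWINV5 at -1.48, RDL5 at -1.41 ± 0.15 (adjusted p = 0.000227), BGLU7 at -1.17, SP1L2 at -1.14, the lectin gene AT3G16530 at -1.13 and CYP71A19 at -1.11 in the authors' deposited table. The thiamine synthesis gene THIC, named after its values were seen, was at -1.07 in the authors' deposited table. ACA1 went from 3.30 in Col-0 to 0.93 in *crr*, CWINV5 from 1.73 to 0.26 and RDL5 from -0.17 to -1.58 in the authors' deposited table. CRR at 0.62, BHLH100 at 0.93, IRT1 at -0.34 and FRO2 at -0.38 did not pass in the authors' deposited table.

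By cameraPR 4 lists passed for the interaction. Photosynthesis genes had a lower response in *crr* in 40 of 43 members (median -0.51, adjusted p = 6.9e-09), with PETC and RBCS-1A called, 2 in all, also adjusted over the list alone. Cell cycle genes had a lower response in 24 of 28 members (median -0.18, adjusted p = 0.00017) with 0 called, also adjusted over the list alone. Endodermis and suberin genes had a higher response in 11 of 14 members (median 0.40, adjusted p = 1.48e-06) with 0 called, also adjusted over the list alone. The FRO family had a lower response (median -0.38, adjusted p = 0.00952) with 1 called, 2 adjusted over the list alone, and without FRO4, which the study named, it did not pass (adjusted p = 0.257). The iron acquisition, Pi starvation and lipid lists had medians of -0.04, -0.05 and 0.01 with 0 called, also adjusted over the list alone (adjusted p = 0.773, 0.424 and 0.98). The mean of the iron deficiency list was 0.13 with a median of -0.01, that of the oxidative stress list -0.05 with a median of 0.05, and that of the vascular list -0.04 with a median of 0.04, and none of them passed (adjusted p = 0.554, 0.689 and 0.773). In all, 13 genes had a higher and 12 a lower response in *crr*, 61 passed the adjusted limit at any fold, and 1603 had an unadjusted p under 0.05.

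**Figure D3:**
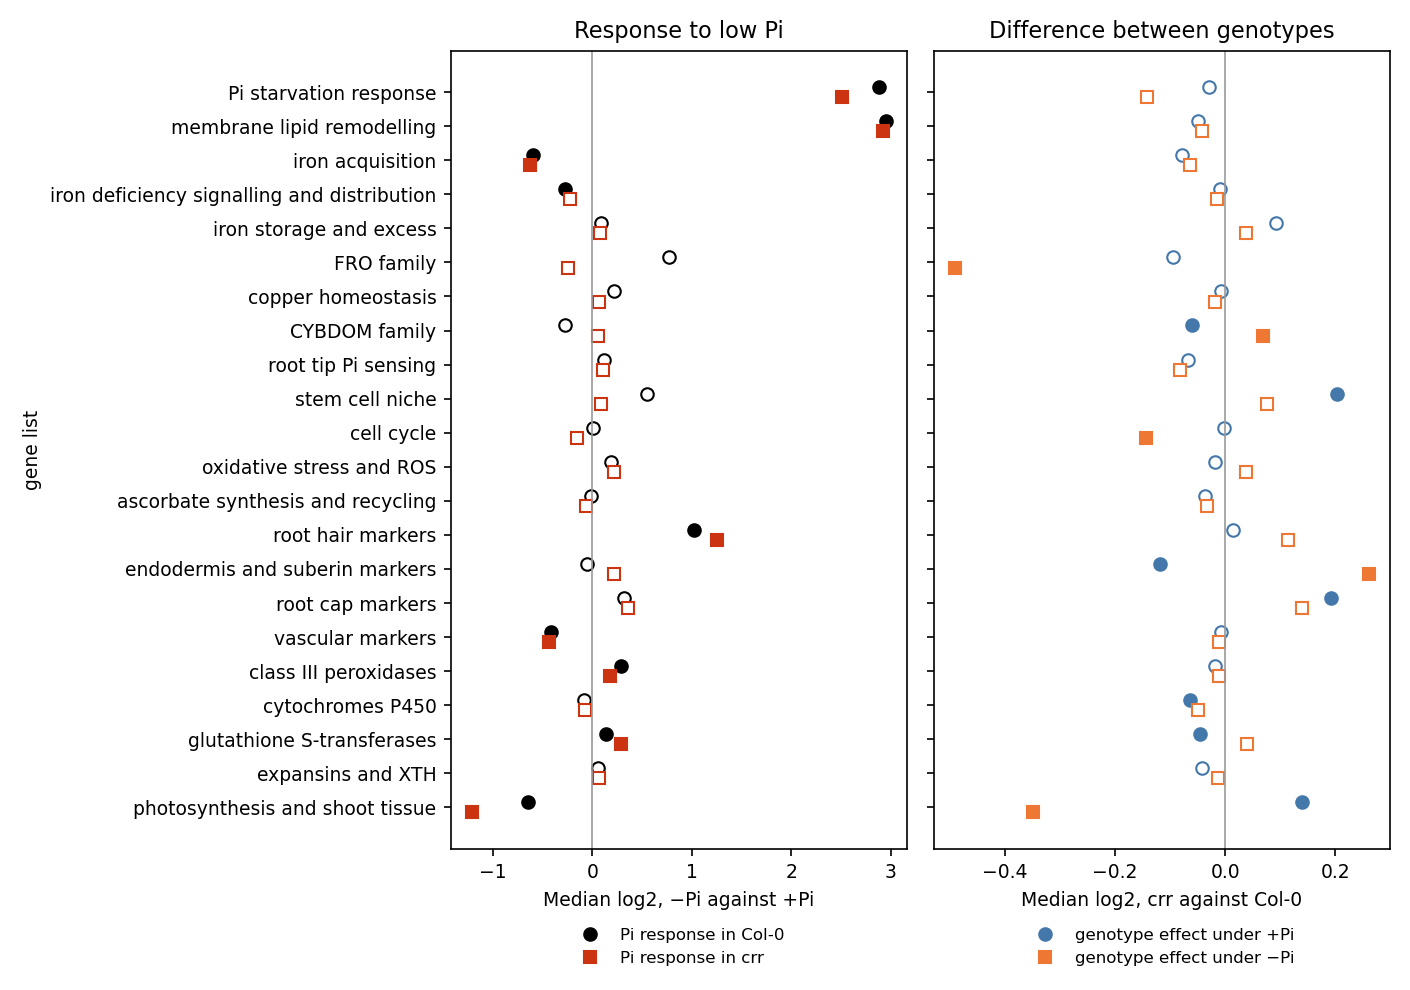
Median log2 difference of each of the 22 gene lists in the Pi responses of Col-0 and *crr* and in the genotype effects under +Pi and -Pi. Filled points mark an adjusted p of cameraPR under 0.05, and the interaction is not drawn. The CYBDOM family is filled under -Pi although its median is positive, since cameraPR gave the direction down through CRR.

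**Figure D4:**
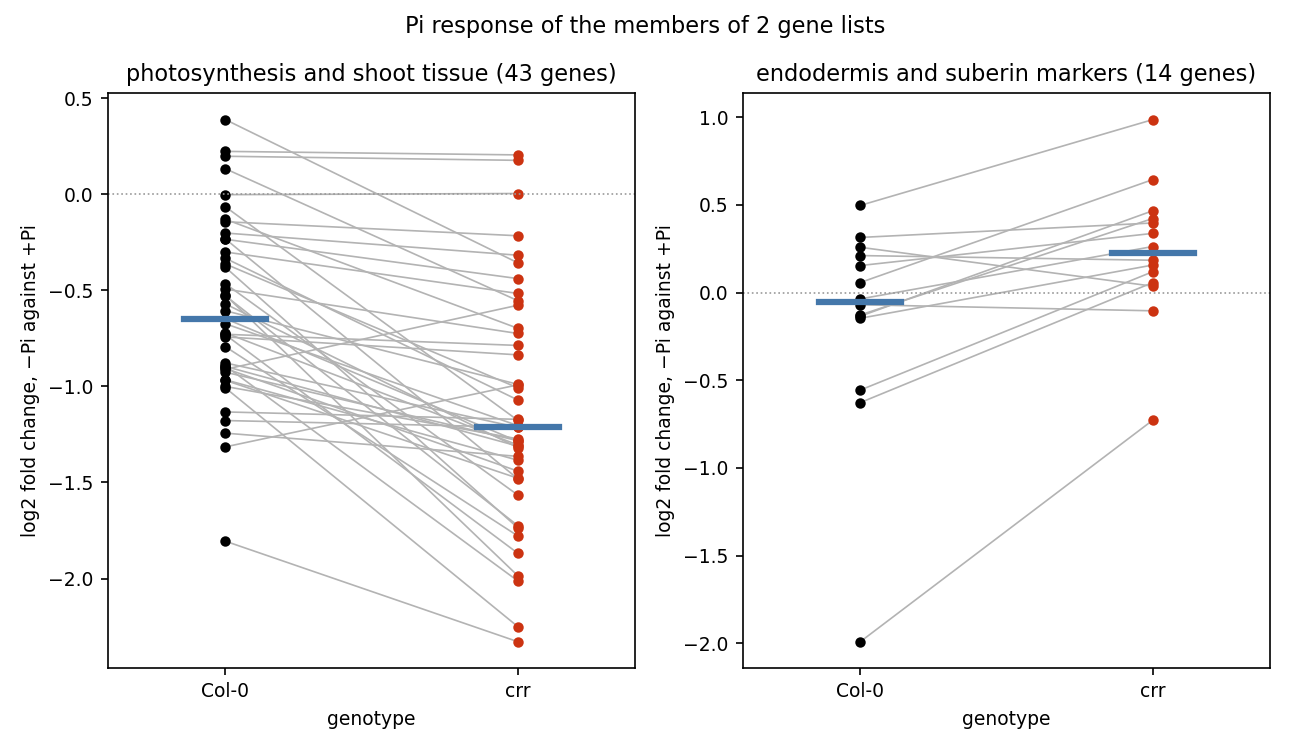
Pi response in Col-0 and in *crr* (log2, from the authors' group means) of 43 photosynthesis genes and 14 endodermis and suberin genes, with blue bars at the medians. Most photosynthesis genes lie lower in *crr* (median -1.21 against -0.65) and most endodermis and suberin genes higher (0.22 against -0.05).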

Values the study reported

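The study sequenced 3 biological replicates per condition, each pooled from 60 seedlings, to more than 25 M reads per library. It reported 6 differentially expressed genes between *crr-1* and Col-0 under +Pi, 3 higher and 3 lower in the mutant. Under -Pi it reported 47, of which 16 were higher and 31 lower. It reported 25 genes with an interaction between genotype and Pi supply, 13 of them with a positive and 12 with a negative value.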

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

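Among the tests below, that of the region around FRO4 and FRO5 and the photosynthesis list without PSAT, PSAT1 and PSAT2 were chosen after the results were seen.

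The genes and lists in this paragraph stand here because the Pi responses of Col-0 and *crr* differed by the interaction test, made by the authors for genes and with cameraPR for lists. The response was higher in *crr* in the authors' deposited table for AT1G52820 (3.25), IPSP (2.19), AT5G09735 (2.17), CYP712A1 (2.06), AT5G21940 (1.48), ELIP1 (1.45), AT3G56290 (1.41), AT5G46890 (1.34), AGP13 (1.31), UGT84A1 (1.22), ELIP2 (1.21), DIR14 (1.20) and MYB61 (1.05). It was lower for ACA1 (-2.37), FRO4 (-1.61), CWINV5 (-1.48), RDL5 (-1.41), GOLS4 (-1.30), PETC (-1.24), RBCS-1A (-1.20), BGLU7 (-1.17), SP1L2 (-1.14), AT3G16530 (-1.13), CYP71A19 (-1.11) and THIC (-1.07) in the authors' deposited table. By cameraPR the lists of photosynthesis genes (median -0.51), cell cycle genes (-0.18) and the FRO family (-0.38) had a lower response in *crr*, and endodermis and suberin genes a higher one (0.40).

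Photosynthesis transcripts were lower in *crr* than in Col-0 under -Pi, in 34 of 43 members. To weigh counting noise of weakly expressed genes, members with a fall and an unadjusted p under 0.05 were counted, 39.5% of 43 (17, interval 26.4% to 54.4%). That share comes from the same values as the list result, so it is no separate test. The pattern was not confined to weakly expressed members, since 25 of 31 with a Col-0 -Pi mean of at least 1 log2 CPM were lower. Less green tissue in the *crr* -Pi samples may explain the pattern and stays open. Over 31 members with a Col-0 -Pi mean of at least 1 log2 CPM the median was -0.310, with 25 lower, and their spread (SD 0.305) was 1.64 times the median recovered error of 0.186, which is too close to decide whether they moved alike. Without PSAT, PSAT1 and PSAT2, which the name rule had taken in, 28 members had a median of -0.337 and a ratio of 1.57, and a lower expression within the root stays open as well.

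FRO4 and FRO5 were lower in *crr* under -Pi, and the interaction passed for FRO4 and not for FRO5 (adjusted p = 0.0922 in the authors' deposited table). Reads shared between them are argued against as the cause, since 4.82% of 2429 windows of the FRO5 transcript occur in FRO4. A weaker copper deficiency response in *crr* may be part of the pattern and stays open, with a median of -0.155 (error of the median 0.134, range -0.81 to 0.13) over 6 other copper deficiency transcripts, while COPT2, itself at -1.06 under -Pi in the authors' deposited table, lies 10.9 kb from AT3G46920, which was lower in *crr* on both media, whereas COPT2 was at -0.01 under +Pi. An altered chromosomal region also stays open, since 13.9% of the 79 other detected genes within 200 kb (11, interval 7.96% to 23.2%) had an unadjusted p under 0.05 under -Pi, against 11.5% of all genes. PI4KG3, 122 kb from FRO5, was higher in *crr* on both media (1.06 and 1.87), whereas FRO4 and FRO5 were at 0.29 and -0.09 under +Pi in the authors' deposited table, and a direct effect of the loss of CRR was not tested.

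AT1G64795 was listed at the floor in *crr* on both media, and is weighed here for that and not for its interaction. A deletion that reaches AMT1-2 or APO1, the nearest detected genes outside ILA, is argued against. Their largest difference over both media was -0.332 on the log2 scale. ILA, which contains AT1G64795, was at 0.200 under +Pi and -0.007 under -Pi between genotypes. A wide chromosomal change is argued against as well, since 1.09% of 184 detected genes within 500 kb (2, interval 0.299% to 3.88%) were altered, against 1.46% of all genes. The gene lies inside ILA on the opposite strand with 142 of its 270 bases in an exon of ILA, so its level depends on the strand setting of the read counting, which is not given in the sources used here. A small variant within the gene, another difference between the lines and an effect of the loss of CRR could not be told from each other and were not tested.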

How the results depend on the processing

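The lists without genes from the text of the study and the photosynthesis list without PSAT, PSAT1 and PSAT2 were chosen after the data were seen. No paired analysis was possible because only group means were analysed. For the same reason leave-one-out fits, a fit with a replicate block, eBayes without a trend, fits on the groups of one contrast alone and other pseudocounts were not run, other splits of the samples were not counted, and camera with an estimated correlation and fry were not run. The read numbers per library were not used here, so the effect of depth on the limits was not examined. Where a call was lost the cause was not tested, except that a looser limit adds genes and a wider adjustment changes the adjusted p by construction.

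With no fold limit 4115 genes passed for Pi in Col-0, 5034 for Pi in *crr*, 13 and 201 for genotype under +Pi and -Pi and 61 for the interaction, and 3019 were shared by the Pi responses in one direction. With a 1.5-fold limit the counts were 2221, 2674, 11, 123 and 53. At an adjusted p of 0.01, 31 genes passed for genotype under -Pi and 9 for the interaction. With adjustment over all 4 pairwise contrasts 21 and 114 passed for genotype under +Pi and -Pi. The filter on low values, protein-coding genes alone, centring and adjustment within each contrast left every count of changed genes within 1.5 times. Within-contrast adjustment ended 1 of 330 calls or non-calls of the genes named by the rule, that of PI4KG3 under +Pi, and centring ended 0. OCT1 under +Pi was not named by the rule and is not among them.

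Of 110 list tests 33 passed, 21 with a preset correlation of 0.05 and 20 without the member with the largest statistic. The filter on low values changed 0 of the 110. With a correlation of 0.05 these lists no longer passed: iron deficiency (0.152), vasculature (0.0763) and glutathione S-transferases (0.188) for Pi in Col-0, vasculature (0.0743) and glutathione S-transferases (0.0501) for Pi in *crr*, CYBDOM under -Pi (0.112), and under +Pi the stem cell niche (0.0952), endodermis (0.0968), root cap (0.0567), cytochromes P450 (0.373), glutathione S-transferases (0.213) and photosynthesis (0.199). Without the top member these did not pass: iron deficiency (0.135), vasculature (0.143) and glutathione S-transferases (0.105) for Pi in Col-0, vasculature for Pi in *crr* (0.107), FRO under -Pi (0.111) and for the interaction (0.312), CYBDOM under +Pi (0.757) and, with its direction turned up, under -Pi (0.164), and under +Pi the stem cell niche (0.271), endodermis (0.0918), root cap (0.227), glutathione S-transferases (0.0928) and photosynthesis (0.0530). With ranks these did not pass: FRO under -Pi (0.200) and for the interaction (0.357), CYBDOM under +Pi (0.309) and, turned up, under -Pi (0.377), the stem cell niche (0.0858) and glutathione S-transferases (0.0905) under +Pi, peroxidases for Pi in *crr* (0.0871) and glutathione S-transferases for Pi in Col-0 (0.0559), while 4 further lists passed, Pi starvation under -Pi (0.0409, down), iron storage under +Pi (0.0409, up), and the cell cycle (0.0131, down) and endodermis (0.0317, up) for Pi in *crr*. Random lists were drawn gene by gene at matched mean expression, so a test against them allows for no correlation between members. Against 10000 random lists CYBDOM did not pass under +Pi (0.303) or, turned up, under -Pi (0.264), while 17 further lists passed. These were Pi starvation (0.000917, down), cytochromes P450 (0.0175, down) and root hairs (up) under -Pi, iron acquisition under +Pi (down), CYBDOM and root hairs for the interaction (up), FRO, copper, the stem cell niche and oxidative stress (up) and CYBDOM and cytochromes P450 (down) for Pi in Col-0, and iron deficiency, the cell cycle and cytochromes P450 (down) and oxidative stress and endodermis (up) for Pi in *crr*. Without the genes the study named from these libraries FRO did not pass under -Pi (0.0504) or for the interaction (0.257). Without FRO2, FRO4, FRO5, FRO8, IRT1, BHLH100, BHLH101, NAS2, VTL2 and GOLS4, 10 of the genes in the text of the study, iron deficiency for Pi in Col-0 (0.0738) did not pass, nor FRO, of which FRO3 alone remained, under -Pi (0.670) and for the interaction (0.589), where its direction turned up. Without PSAT, PSAT1 and PSAT2 all 5 photosynthesis results were the same.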

Other observations

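The choice of the genes in this paragraph, the genotype average and its counts were made after the data were seen, and the genes form no tested group. Under -Pi these passed the adjusted limit with less than a 2-fold difference between *crr* and Col-0 in the authors' deposited table: the dehydroascorbate reductase DHAR1 at -0.46 (adjusted p = 0.000271), the catalase CAT3 (AT1G20620) at -0.61 (adjusted p = 0.000473), GOLS1 at -0.78 (adjusted p = 0.00433), VTL5 at -0.61 (adjusted p = 0.0102), the cyclin CYCD3;1 at -0.40 (adjusted p = 0.013) and the monodehydroascorbate reductase MDAR3 at 0.25 (adjusted p = 0.0479). VTL5 lies 33.0 kb from CRR. Averaged over both media, 3 genes were higher in *crr* with at least a 2-fold difference, AT3G05955 (4.22), PI4KG3 (1.47) and IPSP (1.01, from -0.08 under +Pi and 2.11 under -Pi), and 3 lower, CRR (-6.06), AT1G44030 (-1.78) and AT1G64795, listed at the floor, and 78 passed at any fold. The value of AT3G05955 rests on very low expression. Its authors' means under +Pi and -Pi were -4.38 and -3.44 log2 CPM in Col-0, and 0.58 and 0.04 in *crr*.

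The Pi response may be larger in *crr*. Genes were chosen by the Pi effect averaged over both genotypes, with an adjusted p under 0.05 and at least a 2-fold change. Of these 1361 genes 61.6% had the larger absolute response in *crr* (interval 59.0% to 64.2%), with a median size of 1.66 against 1.49 in Col-0. The share was 60.9% of the 820 with a positive average and 62.8% of the 541 with a negative one. Genes of one group share libraries and are not independent, so the interval is too narrow, and with group means alone a difference between batches of plants could not be separated from one between genotypes.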
